A study of Homo sapiens with 8 samples.

How the data were processed

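The 8 samples described here are of ESO26, an established cell line from an oesophageal adenocarcinoma. They comprise 2 RNA-seq libraries from cells with siRNA knockdown of HNF4A, 2 RNA-seq libraries from control cells, 1 ChIP-seq library for HNF4A, 1 ChIP-seq library for Flag-tagged GATA4 and 2 circular chromosome conformation capture (4C) libraries with the HNF4A promoter as bait. The series' text mentions more replicates for the RNA-seq than the 2 per group that the labels and the table used here hold. The 4C libraries were not analysed here. HNF4A and GATA4 are DNA-binding transcription factors of endodermal tissues. A small interfering RNA (siRNA) lowers the amount of the mRNA it matches. Libraries were assigned to groups from their titles. The replicate number in the title names the library and is not stated to mark a shared batch.

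Total RNA was column-purified and libraries followed a standard Illumina procedure, per the labels' protocols. The aligner, the counting program, the annotation and the normalization method are not recorded there. The RNA-seq table holds 30755 gene symbols with a normalized count for each of the 4 libraries, a signal value the authors deposited after normalization. The values are fractional. Normalized counts sum to between 17912507 and 18613685 per library. The table has 508 genes listed at 0 in all 4 libraries. Among genes above 0 in 1 library only, the most frequent value was 2.44 in control 1, 2.23 in control 2, 1.79 in siHNF4A 1 and 2.02 in siHNF4A 2. If that value stands for the same number of reads in each library, the sequencing depths relative to control 1 were 1.10 for control 2, 1.36 for siHNF4A 1 and 1.21 for siHNF4A 2. Between 54.8% and 66.4% of the values of such genes lay on whole multiples of that value divided by 2, to within 2% of this step. For other genes the step varied from gene to gene, so whole reads were not recovered and no count model was fitted. The absolute number of reads per library is therefore unknown here, and no counting intervals are given for expression values. Of the 30755 symbols, 19440 match a current symbol in the gene name table that was used.

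The peak lists are in narrowPeak format without a header, so peaks, folds and probabilities are the authors' values as deposited. Each list comes from 1 library. The signal value is a fold enrichment over a background that is not described in the deposited lists or the labels. The deposited lists also give −log10 p and −log10 q for each peak, and a score equal to the whole part of 10 times −log10 q. The peak caller, its settings and any input control are not recorded in the labels. The genome build is not stated. In the HNF4A list 2 peaks, and in the GATA4 list 1 peak, start beyond the last RefSeq gene of chromosome 1 in GRCh38, so the lists were taken to use another build. No genome or annotation of that build was used here, and coordinates are given as deposited, counted from 1. Tests of peaks near changed genes and of sequence motifs at peak summits had been planned on the condition that an annotation of the build was at hand, and were not run. Gene biotypes, overlaps and neighbours come from the RefSeq table of GRCh38.p14 and are used only for names and gene order.

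Expression was compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend) on log2(normalized count + 1), without a blocking factor. Fold changes are on that scale, which understates the change of genes with low values. Genes with a mean of at least 10 normalized counts over the 4 libraries were tested, which left 15577. P-values were adjusted by the Benjamini-Hochberg method and a gene was called at an adjusted p under 0.05. With 2 libraries per group, an exact two-sided permutation test of a single gene cannot give a p below 0.333, so each adjusted p rests on variances shared across genes by the model. The 4 lists of genes, written before the data were examined, were tested with limma's camera at a preset inter-gene correlation of 0.01 and with fry: genes regarded as HNF4 targets in liver and intestine (33 symbols), interferon-stimulated genes (26 symbols, 1 of them an older name of another), proliferation genes (26 symbols) and gastrointestinal transcription factors (14 symbols). The HNF4 target list and the transcription factor list share 2 genes. Genes named in the text are HNF4A, the 5 largest falls and the 5 largest rises among called genes with a mean of at least 100 and with both knockdown libraries on the same side of both control libraries, up to 5 genes of each list with the smallest p, and all members of the transcription factor list. Genes named outside this rule are marked as such. Single values of 2 genes of the lists are not reported here, and these genes are included in the counts and tests of the lists.

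On simulated tables drawn from the observed means, between-replicate variances and relative depths of the knockdown and control libraries, with 200 genes changed by 1 on the log2 scale in either direction, the test called 76.9% of the 195 changed genes it could test among 15584 genes, and 96.4% of those with a mean of at least 100. Of the calls 9.09% were false. The median estimate was 1.02 for rises and -1.00 for falls. With no gene changed, 0 genes were called. Simulated genes of like mean were given the same relative variance, so the variance there depended on the mean alone.

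Peaks of the lists were taken as shared when they overlapped by at least 1 bp. The overlap that position alone would give came from 1000 circular shifts of the GATA4 peaks within each chromosome, with a one-sided permutation p (Python 3.11.15, numpy 2.4.6). On simulated peak lists of the same sizes placed at random, the overlap was 0.965 times that of the shifted lists, and lists with 300 planted shared peaks gave a mean of 305.8 shared peaks. Exact (Clopper-Pearson) 95% binomial intervals accompany shares of peaks and cover counting error only.

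Alternatives comprised pseudocounts of 0.1 and 10, a median-of-ratios rescaling and a quantile normalization of the values, no filter and a filter at 50, the replicate number as a block, limma without a trend, and leaving out each library in turn. For peaks they comprised a reciprocal overlap of 50%, summits within 100 bp, a −log10 q of at least 10, the stronger part of each list split at its median signal value, and autosomes and X alone. These and the tests were chosen before the data were examined. A robust limma fit, moves of single GATA4 peaks by 2 to 100 kb and the removal of the densest 1-Mb bins were added after the data were seen.

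Over the 10918 genes with a mean of at least 100, the log2 ratio of the control libraries to each other had an SD of 0.21 and that of the knockdown libraries an SD of 0.19. The libraries were counted as separate samples, as the labels give them.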

Results

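RNA-seq of ESO26 cells after siRNA knockdown of HNF4A was compared with control cells, with 2 libraries in each group, and the binding sites of HNF4A and of Flag-tagged GATA4 were taken from 1 ChIP-seq library each. ESO26 is a cell line established from an oesophageal adenocarcinoma. The normalized counts summed to 18198888 and 18613685 in the control libraries and to 17912507 and 17913755 in the knockdown libraries. The low values placed the knockdown libraries at a greater sequencing depth, 1.36 and 1.21 times that of control 1, than control 2 at 1.10 times. Fewer genes were listed at 0 in the knockdown libraries (4260 and 4362) than in the control libraries (5479 and 5640). The absolute depth is unknown. Genes with a mean under 10 normalized counts were not tested. The HNF4A list held 5494 peaks and the GATA4 list 2607 peaks.

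The expression of the targeted gene was examined first. HNF4A had 4033 ± 136 normalized counts (SD, n = 2) in the control libraries and 1036 ± 147 (SD, n = 2) in the knockdown libraries, which is 25.7% of the control mean. The individual values were 4129 and 3937 in the controls and 1140 and 932 in the knockdown. The log2 fold change was -1.97 with a standard error of 0.095 and an adjusted p of 1.59e-05 in limma. Quantile normalization moved this value most among the alternatives that kept all 4 libraries, to -1.92. A fit without the trend between variance and expression left the fold change as it was and gave an adjusted p of 0.0919 in limma, while the other alternatives without a block gave between 2.45e-06 and 0.00577. The gene lies on chromosome 20 and overlaps HNF4A-AS1 and MIR3646 in the RefSeq annotation. Whether the counting used the strand is not stated.

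To find the genes that differed between the knockdown and the control, all genes with a mean of at least 10 normalized counts were tested. The titles do not say what the control cells received, and the labels name no second siRNA. Effects of the siRNA other than the loss of HNF4A are therefore not separated from it for any gene. Of 15577 genes, 2202 had an adjusted p under 0.05 in limma, 938 of them higher and 1264 lower in the knockdown. The median absolute log2 fold change of the called genes was 0.45, and 225 reached an absolute change of at least 1, of which 135 were higher and 90 lower. All 2202 called genes had both knockdown libraries on the same side of both control libraries. Among all tested genes 57.0% were separated in this way, against the 33.3% that chance gives a single gene for 2 libraries against 2. Genes share the differences between libraries, so this excess is no test of the grouping. The number of called genes depended most on the variance model. Without the trend, 0 genes were called, although 3524 had an unadjusted p under 0.05. With all genes above 0 in at least 1 library, 726 of 30247 were called. Quantile normalization gave 2058 calls, with 1031 higher and 1027 lower.

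**Figure D1:**
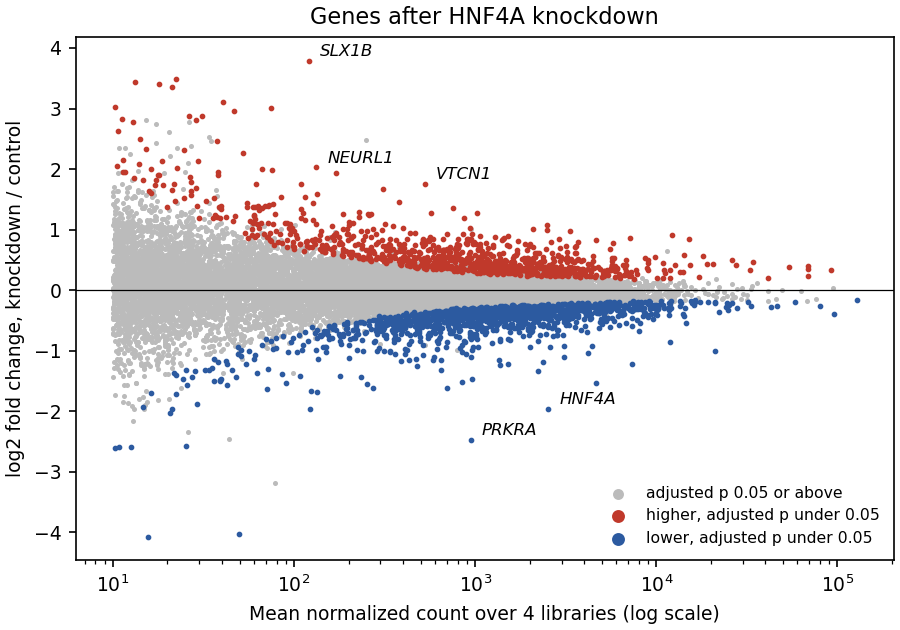
Log2 fold change of each tested gene between the HNF4A knockdown and the control (vertical axis) against its mean normalized count over the 4 libraries (horizontal axis, log scale). Each point is 1 gene, the 938 called genes that were higher are red and the 1264 that were lower are blue. The spread of the uncalled genes widens toward low means.

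Among called genes with a mean of at least 100 normalized counts, the largest fall was that of PRKRA, from 1604 ± 22.6 to 287 ± 16.3 normalized counts (SD, n = 2 in each group). Its log2 fold change was -2.48 with a standard error of 0.096 and an adjusted p of 3.78e-06 in limma, so that it fell further than HNF4A itself. PRKRA lies on chromosome 2 and overlaps the gene CHROMR in the RefSeq annotation. The labels name no second siRNA. KIF26A fell by 1.97 on the log2 scale, from 196 ± 6.36 to 49.9 ± 9.65 normalized counts. MICB fell by 1.69, from 206 ± 6.96 to 63.1 ± 0.83, and SLC7A9 fell by 1.67, from 188 ± 5.08 to 58.7 ± 3.59. The adjusted p of these genes in limma was 0.00054 for KIF26A and for MICB and 0.00070 for SLC7A9. KIF26A and SLC7A9 overlap other RefSeq genes, and MICB has a close relative, MICA, so their values are uncertain where the counting did not separate such reads.

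The largest rise among called genes with such a mean was that of SLX1B, with a log2 fold change of 3.79 and an adjusted p of 0.0044 in limma. Its values were 5.60 and 34.6 in the controls and 286 and 156 in the knockdown. SLX1B has a near-identical copy, SLX1A, that moved the other way, and the sum of both genes was 389 ± 39.0 in the control and 359 ± 11.6 in the knockdown (SD, n = 2), so the value of SLX1B alone is uncertain. Its log2 fold change was 2.58 without control replicate 1 and 5.01 without control replicate 2. NEURL1 rose from 52.3 ± 15.5 to 212 ± 27.9 normalized counts, a log2 fold change of 2.03 with a standard error of 0.24 and an adjusted p of 0.00083 in limma. UGT2B17 rose from 70.9 ± 15.5 to 270.4 ± 25.8, a log2 fold change of 1.93 with an adjusted p of 0.00045 in limma. It belongs to a family of similar genes, and the sum of UGT2B17 and UGT2B15, a relative chosen after its values were seen, also rose, from 107 ± 17.9 to 362 ± 29.6. The transcribed pseudogene ZNF702P rose from 50.2 ± 17.3 to 167 ± 7.25, a log2 fold change of 1.75. NEURL1 and ZNF702P overlap other RefSeq genes. VTCN1 rose from 240.4 ± 17.9 to 809 ± 0.90 normalized counts, a log2 fold change of 1.75 with a standard error of 0.11 and an adjusted p of 3.47e-05 in limma.

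Transcription factors of the gastrointestinal lineage, among them the GATA4 that was studied by ChIP-seq, were then compared. Of the 14 genes of this list, 4 were called over all genes tested, and 5 when adjusted over the list alone. EHF rose from 5362 ± 20.8 to 6827 ± 67.2 normalized counts with an adjusted p of 0.0032 in limma, and FOXA3 rose from 323 ± 46.4 to 461 ± 0.30 with an adjusted p of 0.027. HNF4G, the paralog of HNF4A, rose from 1399 ± 27.7 to 1779 ± 34.4, a log2 fold change of 0.35 with a standard error of 0.073 and an adjusted p of 0.0128. GATA4 had 671 ± 104 normalized counts in the control and 493 ± 85.3 in the knockdown, and this difference was not past the threshold, with an adjusted p of 0.0709 in limma. GATA6, ELF3, KLF5, FOXA1, FOXA2, CDX1, CDX2 and SOX9 were not called and had log2 fold changes between -0.039 for SOX9 and 0.25 for FOXA2. The median log2 fold change of the list was 0.093, with 10 genes higher and 4 lower. As a set the list was not past the threshold in limma's camera, with a p of 0.0626 (adjusted over the 4 lists 0.125), or in fry, with a p of 0.0504 (adjusted 0.101). After quantile normalization the camera p was 0.0134 (adjusted 0.0269), and without the filter it was 0.0465 (adjusted 0.0930). Without control replicate 1 the median was 0.053.

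**Figure D2:**
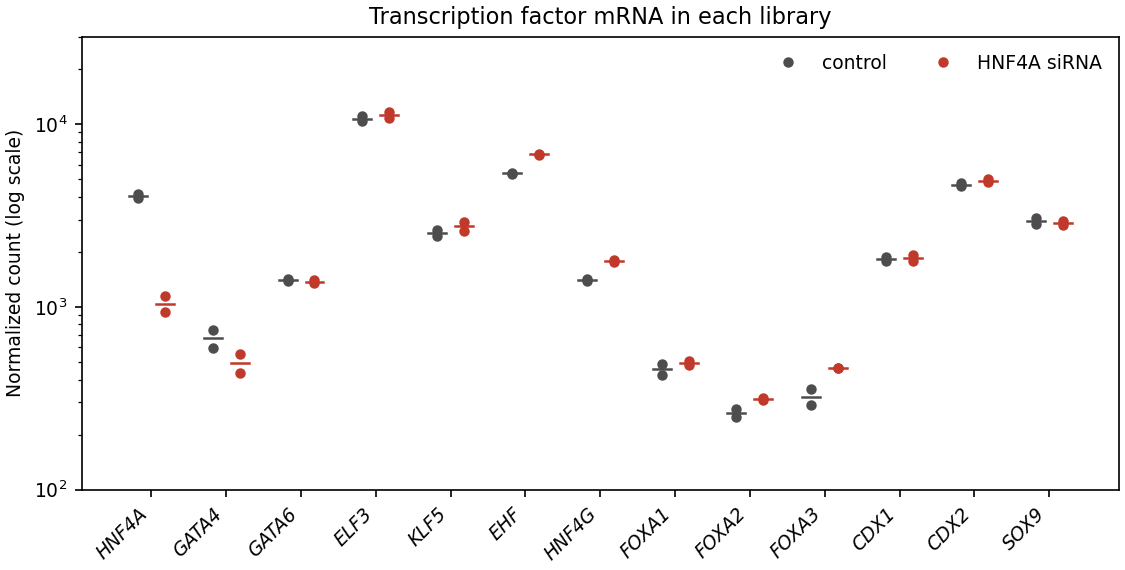
Normalized count (vertical axis, log scale) of HNF4A and of 12 transcription factors of the list in each library, with points for single libraries and short lines for the mean of the 2 libraries of a group. HNF4A falls from about 4033 to about 1036, while the means of the other genes shown lie in the knockdown between 73.4% (GATA4) and 143% (FOXA3) of the control mean.

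Genes regarded as HNF4 targets in liver and intestine did not move in one direction. Of 33 symbols on the list 29 were in the table and 19 passed the filter, and 13 of these were higher and 6 lower in the knockdown. Over all genes tested 5 were called, and 7 when adjusted over the list alone. AGMAT fell from 1185 ± 70.5 to 690 ± 11.9 normalized counts (SD, n = 2), a log2 fold change of -0.78 with an adjusted p of 0.00070 in limma, and MYO7B fell by 0.54 on the log2 scale. MUC13 rose from 7594 ± 153 to 10318 ± 177, a log2 fold change of 0.44 with an adjusted p of 0.00082 in limma, and CDH17 rose by 0.20. The median log2 fold change of the list was 0.072, and the set test gave a p of 0.278 in camera (adjusted over the 4 lists 0.371) and 0.984 in fry. AGMAT, MYO7B and CDH17 overlap other RefSeq genes.

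Of the 26 proliferation genes 22 were lower in the knockdown, with a median log2 fold change of -0.15, which was -0.10 after quantile normalization. Over all genes tested 8 were called, 7 of them lower, and 13 were called when adjusted over the list alone. CDK1 fell from 4374 ± 118 to 3519 ± 67.9 normalized counts with an adjusted p of 0.0085 in limma. FOXM1, MCM6 and AURKA fell by 0.34, 0.31 and 0.33 on the log2 scale, while BIRC5 rose by 0.36. The set was lower in camera at the preset correlation (p of 1.12e-04, adjusted over the 4 lists 4.48e-04). The call did not hold with an inter-gene correlation estimated from the data (p of 0.238), and fry gave a p of 0.0489 (adjusted 0.101). Interferon-stimulated genes, which respond to double-stranded RNA in many cells, had a median log2 fold change of 0.040 over 25 genes, with 14 higher and 11 lower. Over all genes tested 4 of them were called, and 4 when adjusted over the list alone: OASL and HERC5 were lower and IRF9 and IFI44 were higher. OAS3, the gene of this list with the next smallest p, was not called (adjusted p = 0.0860 in limma). The set test gave a p of 0.648 in camera and 0.848 in fry. The median of this list changed sign, to -0.029 without control replicate 1 and to -0.028 without siHNF4A replicate 2.

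**Figure D3:**
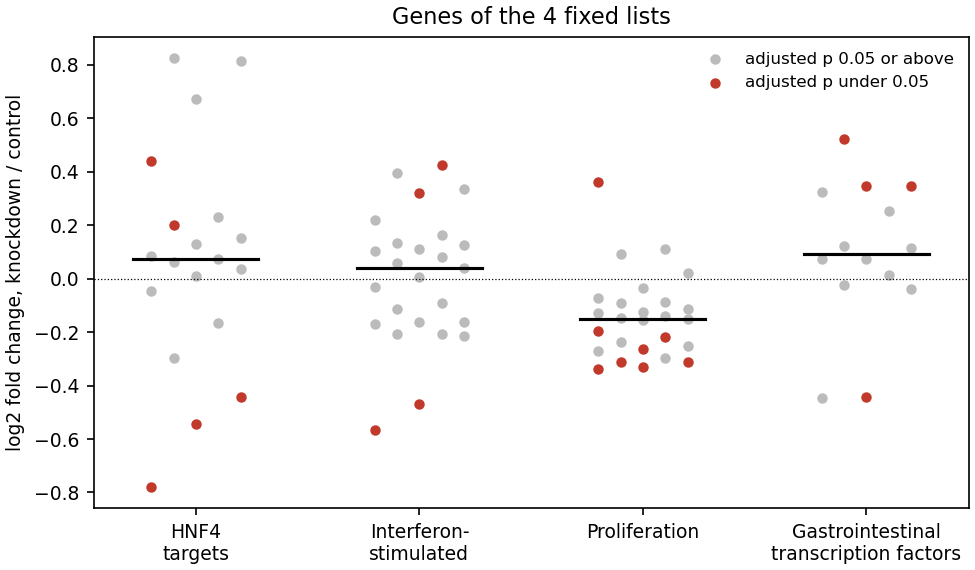
Log2 fold change between knockdown and control (vertical axis) of the tested genes of the 4 lists, 1 point per gene, with red points for genes called over all genes tested and black lines for the median of each list. The median of the proliferation genes is -0.15 and the other medians lie between 0.040 and 0.093.

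The binding sites of HNF4A and GATA4 were compared to ask how far they coincide. HNF4A peaks had a median width of 427 bp and a median signal value of 6.31. GATA4 peaks had a median width of 371 bp and a median signal value of 7.29. The peak signal values are the authors' and were not compared between the lists. Of the 2607 GATA4 peaks 453 overlapped an HNF4A peak, which is 17.4% (exact 95% interval 15.9 to 18.9%). These made up 8.25% of the HNF4A peaks (exact 95% interval 7.53 to 9.004%). Shifted GATA4 peaks overlapped an HNF4A peak 5.86 ± 2.27 times (SD over 1000 shifts) and at most 15 times, so that the observed overlap was 77.4 times the mean of the shifts. The permutation p of 0.000999 is the smallest that 1000 shifts can give. Shifts place peaks anywhere along a chromosome, so the multiple does not separate a link between the factors from chromatin accessible to many factors. A reciprocal overlap of 50% moved the multiple most, to 169 times, with 272 shared peaks. Each list held 1 mitochondrial peak. With autosomes and X alone, 452 GATA4 peaks were shared against a mean of 4.86 in the shifts, a multiple of 93.1. As each list comes from 1 library, the comparison describes these libraries and has no replicate check.

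Shared peaks were more frequent among the strongest peaks of each list. Each list was ranked by signal value and divided into 5 parts of like size. Of the HNF4A peaks in the top part 12.6% were shared (exact 95% interval 10.7 to 14.7%), against 6.55% (5.16 to 8.18%) in the bottom part. For GATA4 peaks the shares were 24.3% (20.7 to 28.2%) and 16.1% (13.0 to 19.5%), and the parts between them lay at 14.8% to 15.9%. The intervals of the top and the bottom part did not overlap in either list.

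The strongest HNF4A peak lay on chromosome 16 from 89252149 to 89253739 with a signal value of 38.7, followed by peaks on chromosome 9 from 110856040 to 110856986 (34.2) and from 114389492 to 114390469 (32.4). These 3 peaks were not shared with GATA4. The strongest GATA4 peak lay on chromosome 12 from 44241003 to 44242560 with a signal value of 39.0, followed by peaks on chromosome 17 from 36070225 to 36070785 (33.8) and on chromosome 4 from 124270484 to 124271325 (29.4). The peaks on chromosomes 12 and 17 were shared with HNF4A. The genes at these positions are not given, since no annotation of the build of the lists was used.

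The densest 100-kb window of HNF4A peaks, a region singled out after the values were seen, lay on chromosome 20, the chromosome of the HNF4A gene. Between 42980280 and 43071841 it held 16 HNF4A peaks with a median signal value of 10.5, and their −log10 q lay at a median percentile of 57.8 among peaks of like signal value elsewhere. The strongest of them, from 43034499 to 43035055, had a signal value of 27.2 and ranked 9 among the 5494 HNF4A peaks, and the peak from 43052497 to 43053077 with 25.4 ranked 16. The window held 2 GATA4 peaks, from 42983767 to 42984341 with a signal value of 6.41 and from 43034625 to 43034947 with 7.64, and both overlapped an HNF4A peak. A stronger GATA4 peak with a signal value of 14.5 lay beyond the window, from 43085604 to 43085971, and also overlapped an HNF4A peak. The genes in the window were not assigned.

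**Figure D4:**
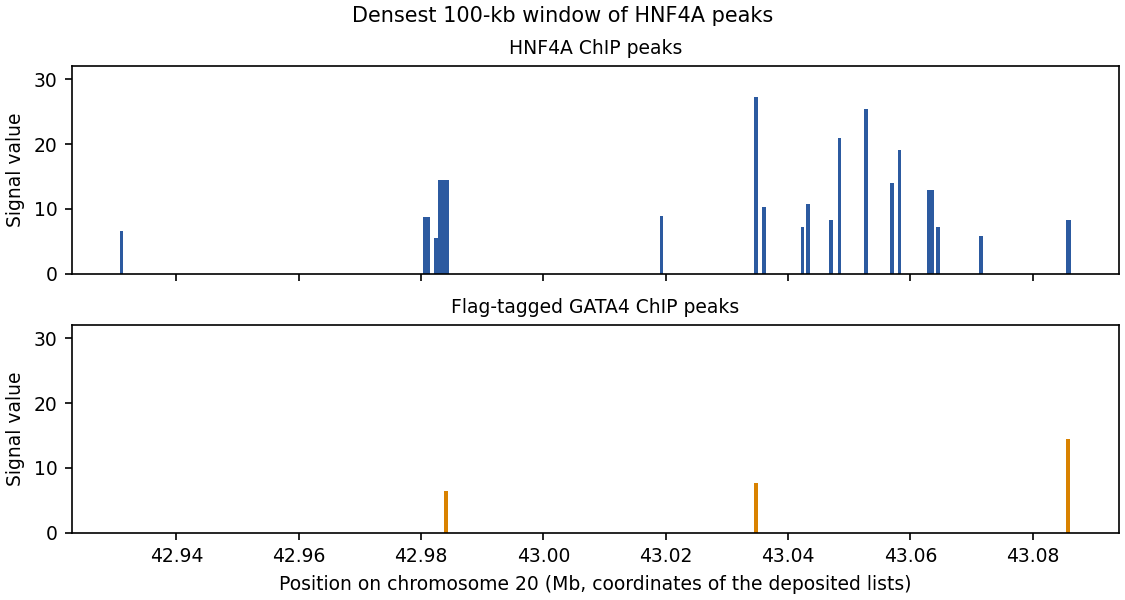
Signal value (vertical axes) of HNF4A peaks (upper panel) and Flag-tagged GATA4 peaks (lower panel) against position on chromosome 20 in Mb (horizontal axis). Each bar is 1 peak, drawn at its width or at 600 bp where it is narrower. The 3 GATA4 peaks each coincide with an HNF4A peak.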

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

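The robust fit, the moves of single GATA4 peaks and the removal of dense bins were chosen after the data were seen. The log2 fold change of HNF4A stayed between -1.97 and -1.92 under the alternatives that kept all 4 libraries, and between -2.11 and -1.82 across the 4 fits that each left out 1 library. Its adjusted p in limma ranged from 1.53e-09 with the replicate number as a block to 0.0919 without the variance trend. In that last fit its log2 fold change of -1.97 was no longer past the threshold.

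The number of called genes, 2202 as reported, lay between 2058 and 2428 with either other pseudocount, either rescaling, the filter at 50, the block and the robust fit. Between 1865 and 2183 of the calls of these fits were also among the 2202. Testing all genes above 0 in at least 1 library gave 726 calls, 718 of them among the 2202. This setting tested 30247 genes in place of 15577, and the cause of the loss was not tested further. Requiring an absolute log2 fold change of at least 1 left 225 genes, and the share of higher genes went from 42.6% to 60%. Without the variance trend 0 genes were called and 3524 had an unadjusted p under 0.05. On the simulated tables that fit called 0% of the changed genes while the fit with the trend called 76.9%, so 0 calls would be seen there with true changes present. In those tables the variance depended on the mean alone, which favours the fit with the trend. They also held fewer and larger changes, 200 genes at 1 on the log2 scale, than were called here. They therefore do not decide between the fits for the observed data. The fitted prior degrees of freedom were 7.82 with the trend and 1.71 without it. All 2202 called genes kept their direction when any 1 library was left out, which follows from the separation of the groups and is no further evidence.

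The replicate block gave 2428 calls, 1069 of them higher and 1359 lower. It leaves fewer residual degrees of freedom than the main fit, so its p-values rest still more on variances shared across genes. Libraries with the same number did not deviate together (Pearson correlation of -0.019 over 15577 genes and 0.056 over the 10918 genes with a mean of at least 100), so the numbers were not taken to pair the samples. GATA4 was called with the block (adjusted p = 0.0127 in limma) and not without it (adjusted p = 0.0709), and its adjusted p reached 0.277 without the trend. The block changed no other call among HNF4A and the 37 other genes chosen by the rule. The remaining members of the lists were not compared singly between these fits.

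For the fixed lists, the proliferation genes were past the threshold in camera at the preset correlation and not with an estimated correlation (p of 0.238), and their median lay between -0.18 and -0.14 across the fits that left out 1 library. The gastrointestinal transcription factors passed the threshold in camera after quantile normalization (p of 0.0134, adjusted 0.0269) and, before adjustment only, without the filter (p of 0.0465, adjusted 0.0930). The cause was not tested. Their median lay between 0.053, without control replicate 1, and 0.11 across the fits that left out 1 library. The HNF4 targets and the interferon-stimulated genes stayed short of the threshold in each alternative that was run. The direction of the HNF4 targets was up in camera and down in fry (p of 0.984), and with any 1 library left out the medians of these lists lay between 0.015 and 0.11 and between -0.029 and 0.069.

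For the 37 other genes chosen by the rule, 296 values came from the alternatives with all 4 libraries other than the fit without a trend. Of these 279 kept their side of the threshold and their direction, 15 were weaker and 1 was stronger. The sign of GATA6, which was not called in either setting, changed from -0.025 to 0.021 after quantile normalization. Without the filter 14 of the 37 were weaker, and SLX1B was also weaker in the robust fit (adjusted p = 0.103 in limma, with a range from 1.23e-04 to 0.157 over its alternatives). Without the trend 26 of the 37 were weaker. No value of a called gene changed sign in any of these settings or with any 1 library left out.

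The overlap of HNF4A and GATA4 peaks exceeded the shifts under each alternative, with multiples between 43.1 and 169 and a permutation p of 0.000999, the smallest that the shifts can give.

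Planned tests with count models were not run, since whole reads were not recovered from the normalized values. Planned tests of HNF4A or GATA4 peaks near changed genes, and of motifs at summits, were not run, since no genome or annotation of the build of the peak lists was used here. The fits that left out 1 library were used for fold changes alone. No calls were made from them, since an arm with 1 library has no spread of its own. Changed genes with low values were called less often: in the simulated data 96.4% of changed genes with a mean of at least 100 were called, against 76.9% of all changed genes. The simulation did not vary the depth.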

Other observations

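The tests on the splits of the libraries, SLX1A and SLX1B, PRKRA, HNF4G and the small RNA genes were chosen after the results they concern were seen, and the tests with moved GATA4 peaks and without dense bins were added after the data were seen. The other tests were written down before their values were computed, on patterns already seen in the same data.

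The 4 libraries allow 3 splits into 2 and 2. Only the real split, 1 of 3, gave as many called genes, and each of the other 2 splits gave 0, with 161 and 153 genes at an unadjusted p under 0.05 against 4504 for the real split. With 3 splits this share cannot fall under 0.05. Each of the other 2 splits puts 1 control and 1 knockdown library in each arm. A change between the groups raises the spread within such arms, so few calls were likely there beforehand. The splits therefore do not decide whether the calls arose by chance. Simulated tables with no gene changed gave 0 calls, but beyond depth they held no differences between libraries that genes share. The 57.0% of tested genes separated between the groups, against 33.3% by chance, rest on the same splits. This share does not decide the question either.

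PRKRA fell by 2.48 on the log2 scale, more than HNF4A. A transfer of its reads to the neighbouring genes that could be compared is argued against. Of the 10 RefSeq genes on either side, these were RBM45, OSBPL6, FKBP7, PLEKHA3, TTN-AS1 and TTN. They gained at most 22.9 normalized counts (OSBPL6), while PRKRA fell from 1604 to 287. The other neighbours were not compared, so a transfer to them was not tested. CHROMR, which overlaps PRKRA, was not examined, so a transfer of reads to it stays open. An off-target effect of the siRNA may explain the fall as well as a dependence of PRKRA on HNF4A could. These cannot be told apart here: the siRNA sequence was not used and the labels do not name a second siRNA, so the value of -2.48 fits both.

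SLX1A, a gene singled out after its values were seen, fell from 369 ± 18.5 to 138 ± 80.5 normalized counts while SLX1B rose from 20.1 ± 20.5 to 221 ± 92.1. The log2 fold change of their sum was -0.11, within the spread of the controls (SD of 0.14 on the log2 scale). The opposite moves are consistent with reads divided differently between near-identical copies, so the rise of SLX1B may be a counting artifact.

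HNF4G rose by 0.35 on the log2 scale while HNF4A fell. Reads of HNF4A assigned to HNF4G would have made HNF4G fall, so this explanation is argued against. A response of HNF4G to the loss of its paralog is a candidate explanation that was not tested. The sum of both genes fell from 5433 ± 108 to 2815 ± 112 normalized counts, and the control libraries had 1399 for HNF4G against 4033 for HNF4A.

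Histone genes rose as a family. Of 35 tested genes with symbols from HIST1 to HIST4, 34 were higher in the knockdown, 14 were called higher and the 1 that was lower was not called, with a median log2 fold change of 0.75. The median was 0.77 after median-of-ratios rescaling, 0.67 after quantile normalization and between 0.69 and 0.84 with any 1 library left out. The p was 1.87e-12 in camera at the preset correlation, 0.0488 in camera with an estimated correlation and 0.00543 in fry. HIST1H2BD, chosen after its values were seen, went from 202 ± 18.9 to 553 ± 6.24 normalized counts. A move of reads between histone copies is argued against, since the sum over the family rose by 0.83 on the log2 scale. A better recovery of short genes is argued against by 177 other protein-coding genes that span under 2 kb, with a median of 0.013 and an upper quartile of 0.26, below the lower quartile of the histone genes at 0.55. The greater depth of the knockdown libraries is argued against as the whole cause by 2458 other genes at 25 to 100 normalized counts, with a median of 0.10 and an upper quartile of 0.40. More RNA without a poly(A) tail in the knockdown libraries cannot be told apart from a change of the histone genes: 20 small RNA genes without such a tail had a median of 0.021, but they lie near the floor, at a median of 13.4 normalized counts, and move both ways. An effect of the loss of HNF4A on histone mRNA stays open as an untested hypothesis.

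Ribosomal protein genes went the other way, with a median log2 fold change of -0.24, 52 of 90 called lower and 1 called higher. Mitochondrially encoded genes had a median of 0.36, with 19 of 24 higher, 14 of them called, and 5 lower, none of them called. Both families were past the threshold in camera at the preset correlation (p of 3.62e-18 and 6.27e-08). Neither was past it in fry (p of 0.0650 and 0.220) or in camera with an estimated correlation (p of 0.226 and 0.205). The medians kept their sign under both rescalings and with any 1 library left out. No explanation was tested.

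The overlap of HNF4A and GATA4 peaks could come from peak-dense megabases that both lists share, or from neighbourhoods that attract peaks of any factor. Without the 37 densest 1-Mb bins the overlap was still 80.0 times that of the shifts, and moving each GATA4 peak by 2 to 100 kb left 10.5 overlaps on average, so that the observed 453 were 43.1 times as many. Both explanations are argued against as the whole cause. Sites that any antibody enriches stay open, since no control peak list was used. Accessible chromatin that many factors bind stays open too, since the shifts and the moves take peaks off such sites.

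Some HNF4A peaks came in clusters of low fold. The 11 peaks between 37831251 and 37911198 on chromosome 17 had a median signal value of 3.49, against 6.31 in the whole list. Their −log10 q lay at a median percentile of 97.8 among peaks of like fold elsewhere, and a second cluster on the same chromosome, 10 peaks between 36823640 and 36918208, at 96.7. A raised local background, as from extra DNA copies, is a candidate explanation, since more reads give a smaller q at the same fold. In the RNA-seq table the protein-coding genes around LASP1 and RPL23 on chromosome 17, in RefSeq order, had the highest running median of 15 genes in the controls, 12.49 on the log2 scale, against at most 12.30 in 1000 random gene orders. LASP1 and ERBB2 on the same chromosome had control means of 108180 and 62801 normalized counts. The running median at ERBB2 was 10.94. The highest window of a random order had a median of 11.18 over the 1000 orders, and the window at ERBB2 was not compared with single random windows. Whether these genes lie at the peak clusters was not examined, as the peak lists and the gene order were taken to be of different builds. For the window of 16 HNF4A peaks on chromosome 20 a raised background is argued against: their median signal value of 10.5 is above that of the list and their −log10 q lay at a median percentile of 57.8. In 1000 random placements of the HNF4A peaks no 100-kb window held more than 6 peaks. The clusters of 11 and 10 peaks on chromosome 17 also exceed this, so the placements do not single out the window on chromosome 20.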
